A study of Mus musculus with 2 samples. Its data were reported in "Urothelial organoids originating from Cd49fhigh mouse stem cells display Notch-dependent differentiation capacity" (2019).

How the data were processed

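Organoids grown from normal mouse urothelium, the epithelium that lines the bladder, were profiled by droplet-based single-cell RNA sequencing with the 10x Genomics 3′ chemistry. The mice were wild type on the C57BL/6 background. One library came from proliferative organoids (P), kept in complete medium, and 1 library from differentiated organoids (D), moved to a medium that lacked WNT3A, RSPO1, EGF, Noggin and LY2157299, an inhibitor of the TGF-β receptor. Each of the 2 groups therefore held 1 library, which left no replicate spread and no replicate check of any difference between them. No p-value or standard error was computed.

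Per the study's methods, the authors demultiplexed and aligned reads with Cell Ranger to the GRCm38/mm10 mouse transcriptome. The deposited matrices hold raw counts of unique molecular identifiers (UMIs) per gene and cell barcode, as whole numbers with no normalization, together with gene identifiers, symbols and barcodes. A UMI tags each captured RNA molecule before amplification, so that copies of one molecule are counted once. The deposited barcodes had not been filtered on mitochondrial content: 5.81% of the 8194 barcodes in P and 27.3% of the 6975 in D carried over 12% mitochondrial UMIs. The matrices listed 31053 gene identifiers, of which 30934 were placed on GRCm38 with the GENCODE annotation of that build, the build the authors aligned to. The 71 repeated symbols were kept apart by their identifiers.

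Following the study's filter, cells with over 800 detected genes and at most 12% of UMIs from mitochondrial genes were kept. A minimum of at least 800 genes, which also admits cells with exactly 800, would have kept 6826 cells in P in place of 6818, and the same 4896 in D. UMIs were summed over the kept cells of each library and expressed as counts per 1000000 UMIs (CPM), which makes levels relative to all RNA counted. Because ribosomal protein genes took a larger part of the UMIs in P than in D, the median gene appears raised in D on this scale, and the size of that shift is given with the results. Levels carry exact Poisson intervals, shares of cells exact binomial (Clopper-Pearson) intervals and ratios exact conditional binomial intervals, all at 95%. These intervals cover counting error only and say nothing on the difference between organoid cultures. A gene counted as higher in a library when its level there was at least 2 times that in the other, among genes with at least 100 UMIs over both libraries. The rule for naming genes in the comparison of the libraries took the members of the gene lists and the 10 genes with the largest log2 ratio in each direction, with 0.5 UMI added for ranking. Other genes named in the text, which are leading genes of clusters, Malat1 and genes of the later hypoxia and TGF-β lists, fall outside this rule and were chosen after the data had first been examined, Malat1 before the result of the test that used it. The rule, the filter, the lists, the cell type markers and most alternatives were set before the data were examined; exceptions are stated where they occur.

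Gene lists covered proliferation, basal, intermediate, uroplakin, suprabasal keratin, urothelial transcription factor, tight junction, squamous, xenobiotic metabolism, Wnt, Notch, basal collagen, dissociation response, ribosomal protein and sex-linked genes, and markers of fibroblasts, leukocytes, endothelial and erythroid cells. Several lists were taken from genes the study's text discusses, including both tight junction lists, so their direction is not independent of that study. Each list was summarised by the median log2 ratio (D over P) of members with at least 20 UMIs, and by its percentile among 10000 random lists of the same size matched on mean level in 20 bins. A list with under 3 such members received no percentile. Lists for hypoxia and TGF-β targets were written later, after leading genes had been seen, from general knowledge and without a literature source, so that their percentiles depend on that choice of members.

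Shares of cells with detected transcripts depend on depth. Each cell was therefore thinned to 2100 UMIs, the lower of both libraries' 10th percentiles rounded down, and shallower cells were left out of those shares. A cell counted as cycling when at least 2 of 12 proliferation genes were detected, and as uroplakin-positive when it held at least 1 UMI of the 5 uroplakin genes.

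Cells were clustered with Seurat 5.3.0 in R 4.3.3 after log-normalization (scale factor 10000), selection of 2000 variable features and principal component analysis, with 25 components in P and 21 in D and Louvain clustering at resolution 0.2. Both libraries were also integrated by canonical correlation anchors (25 dimensions, resolution 0.17). This joint clustering was repeated with the 1278 features left after removal of genes at least 2-fold different between the libraries, since cluster sizes cannot be compared between libraries on genes that differ between them. Levels of class markers by cluster follow in part from how clusters were formed and named. They are given as a background or as a check of a name.

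Only the markers were set in advance, and the rule that turns them into names was chosen after clusters had been seen. There were 2 naming rules tried. The first gave a cluster the class with the highest mean log2 ratio of cluster over all other cells. The second, which was used, called a marker raised when the counting interval of cluster over rest lay above 1 and gave the cluster the class with the largest share of raised markers, provided that most of them were raised and at least 3 markers were detected. A tie went to the class with the larger number of raised markers. Over all clusterings, 6 of 69 clusters changed name between the rules, 1 of 7 in the main setting: P cluster 1 was luminal-like under the first rule and intermediate-like under the second. The basal side of a library, also defined after clusters had been seen, was the set of clusters with most of the 7 basal markers raised, which gave P clusters 0 and 3 and D cluster 1.

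Doublets were scored with Scrublet in scanpy 1.11.5 at an expected rate of 6%. Its automatic threshold marked 0 cells in both libraries, which was taken as a failed call. The fallback set in advance, the 6% of cells with the highest scores, marked 461 cells in P (6.76%) and 365 in D (7.46%) because of tied scores. Marked cells had median depths of 4640 and 5545 UMIs. They stayed in the main results, and an alternative left them out. Droplets with several cells of one type are not found by this method.

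The script for ratios, intervals and lists was tested on simulated data drawn from the real means of 10727 genes for the comparison of D with P. All 200 genes changed 4-fold were recovered, 0 unchanged genes were called, and intervals covered the true ratio for 95.2% of genes. A simulated list of changed genes reached percentile 100, and a list of unchanged genes reached percentile 96.4 by chance, which shows how far a single list can lie from the middle with no change.

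Alternatives covered the cell filter, the scaling (without mitochondrial and ribosomal protein genes, or by the median ratio over genes with at least 100 UMIs in each library), the mean over cells in place of the sum, the minimum UMI count, doublets, cycling cells, thinning depth, detection minimums, cluster resolution and components, features and integration. Wnt and Notch genes were also compared between clusters formed without these genes. Computations outside Seurat used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Bulk expression and culture experiments of the study were not analysed here.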

Results

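Single-cell transcriptomes were measured in urothelial organoids under proliferation (P) and differentiation (D) conditions, with 1 library per condition. The P library held 8194 barcodes with 28921755 UMIs and the D library 6975 barcodes with 22949953 UMIs. After filtering, 6818 cells (83.2%, exact binomial 95% interval 82.4 to 84.0%) were kept in P and 4896 cells (70.2%, 69.1 to 71.3%) in D. A mitochondrial share over 12% was found in 476 barcodes of P and 1906 barcodes of D. Under a looser filter (over 500 genes, at most 20% mitochondrial UMIs) the kept shares were 94.5% and 76.9%, and under a stricter one (over 1000 genes, at most 10%) they were 58.3% and 60.5%, so that the order of the libraries changed with the filter. The kept cells carried 26681469 UMIs in P and 20305621 in D, with medians of 3405.5 and 3227.5 UMIs and of 1152 and 1346.5 genes per cell. All intervals cover counting error only, and no difference between P and D has a replicate check.

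To identify the transcripts that distinguish the conditions, UMIs were summed over cells and expressed as counts per 1000000 UMIs (CPM). Of 10719 genes with at least 100 UMIs over both libraries, 1438 were at least 2-fold higher in D and 507 at least 2-fold higher in P, so that 73.9% of the changed genes were higher in D. This split depended on scaling. It was 47.6% (686 genes higher in D, 755 higher in P) without mitochondrial and ribosomal protein genes, and 39.4% (602 and 924) when libraries were scaled by the median ratio. The median log2 ratio of the 8939 genes with at least 100 UMIs in each library was +0.42, which is the shift that the scaling by the median ratio removes. Changes of gene lists are therefore given on the CPM scale and again after this shift was removed.

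The shift coincided with a different share of ribosomal protein transcripts. The 77 ribosomal protein genes took 37.4% of UMIs in P and 21.2% in D, with a median log2 ratio of −0.83 and 0 of 77 genes higher in D. The median was −1.25 after the shift was removed. Against 10000 matched random lists, it lay at percentile 0.

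The largest ratios toward P belonged to Flg, 2610528A11Rik, Arg1, Cd34, Crnn, Mgp, Nccrp1, Tmprss11d, Car12 and Ramp3. Flg (ENSMUSG00000102439, chromosome 3, 93273523 to 93293686, GRCm38, protein-coding) had 5651 UMIs in P and 1 UMI in D, a ratio with a counting interval from 772-fold to 169895-fold. Arg1 (chromosome 10, 24915221 to 24927484) had 8588 UMIs in P and 27 in D, with a log2 ratio of −7.92 (−8.52 to −7.38). No UMI of Cd34 was counted in D against 145 in P, which places it at least 36.8-fold higher in P when D is set to a floor of 3 UMIs, while the counting interval of the ratio begins at 29.5-fold. Toward D, the leading genes were Upk3a, Rgs5, Adamts18, Sox11, Timp3, Cxcl12, Gsdmc4, Hsd17b14, Onecut2 and Upk2. Rgs5 had 0 UMIs in P and 227 in D and was at least 99.4-fold higher in D against the same floor, with a counting interval that begins at 80.2-fold. Timp3 (chromosome 10, 86300372 to 86349506) had 4 UMIs in P and 902 in D, with a log2 ratio of 8.21 (6.85 to 10.09). Gsdmc4 belongs to a family of close paralogs, so that its reads may be shared with its neighbours.

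Proliferation genes were examined first because the differentiation medium lacks the growth factors of the complete medium. All 12 were lower in D, with a median log2 ratio of −3.52 at percentile 0, and −3.94 after the shift was removed. Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) was at 25.1 CPM in P (23.2 to 27.1) and 4.33 in D (3.48 to 5.34). Top2a (chromosome 11, 98992943 to 99024189) was at 48.1 CPM in P and 4.92 in D. After thinning to 2100 UMIs, 344 of 6638 cells were cycling in P (5.18%, 4.66 to 5.74%) and 15 of 4417 in D (0.340%, 0.190 to 0.559%). Thinning left out 180 shallow cells of P and 479 of D. The unthinned shares were 6.31% and 0.347%. The requirement of only 1 detected gene moved the shares most, to 12.1% and 2.24%.

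Uroplakins, the membrane proteins of the luminal urothelium, were all higher in D. Their median log2 ratio was 5.79 at percentile 100, and 5.37 after the shift was removed. Upk3a (ENSMUSG00000022435, chromosome 15, 85017141 to 85022547) had 4 UMIs in P and 6884 in D, with a log2 ratio of 11.14 (9.79 to 13.02). Upk1a (chromosome 7, 30603092 to 30612847) rose from 12.3 to 477 CPM, and Upk1b (chromosome 16, 38773184 to 38800328) from 6.78 to 377. Upk2 (chromosome 9, 44452715 to 44454976) rose from 0.262 to 37.4 and Upk3b (chromosome 5, 136038496 to 136046487) from 1.09 to 14.6. At equal depth, 170 of 6638 cells held a uroplakin UMI in P (2.56%, 2.19 to 2.97%) and 2340 of 4417 in D (53.0%, 51.5 to 54.5%). The unthinned shares were 4.44% and 58.2%. A minimum of 2 UMIs lowered the thinned shares to 0.557% and 35.6%. The share in basal-side clusters, also of cells thinned to 2100 UMIs, served as background. It was 0.776% in P cluster 0 and 9.97% in D cluster 1, whose cells had median depths of 2839 and 2679.5 UMIs before thinning. D cluster 0 reached 59.2% (median 3277.5 UMIs before thinning), above that background beyond counting error. The 93.5% of D cluster 2 (median 4185.5 UMIs before thinning) is not a separate result, because uroplakins are the markers by which that cluster was named. In P, 5.39% of cells in cluster 1 (4.54 to 6.34%, median 4248 UMIs before thinning) held a uroplakin UMI, also above the P background. For Krt20, 8 UMIs were counted in P and 3 in D, and no difference was detectable at this depth.

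The 7 basal genes had a median log2 ratio of 0.11 at percentile 14.5, a direction that flipped to −0.23 without mitochondrial and ribosomal protein genes and to −0.31 after the shift was removed. The members went both ways. Krt14 (ENSMUSG00000045545, chromosome 11, 100203162 to 100207548) was 2.07-fold to 2.12-fold higher in D on the CPM scale, whereas Trp63 (chromosome 16, 25683763 to 25892102) was lower, with a log2 ratio of −0.94 (−1.03 to −0.86). In the study's bulk data both were lower in D. Basal collagens had a median of −0.19 at percentile 4.37, with 1 of 5 genes higher in D, and −0.62 after the shift was removed.

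Urothelial transcription factors had a median log2 ratio of 0.92 at percentile 99.4 (0.49 after the shift was removed). Foxa1 (chromosome 12, 57540628 to 57546916) rose from 39.5 to 120 CPM and Pparg (chromosome 6, 115360951 to 115490399) from 12.2 to 32.7, while Elf3 fell by 0.59 on the log2 scale. Suprabasal keratins had a median of 0.80 at percentile 93.9 (0.38 after the shift was removed), led by Krt8 with a log2 ratio of 2.94. Intermediate genes had a median of 0.54 at percentile 85.3 (0.12), with 6 of 9 higher in D. The tight junction genes that the study's bulk data placed higher in D had a median of 0.77 at percentile 97.2 (0.35). Those placed lower had a median of −0.30 at percentile 9.35 over 3 genes, with a counting interval of −0.69 to 0.01, and the sign changed to 0.17 for the mean over cells. Squamous genes had a median of −1.58 at percentile 0, also after the shift was removed, although 3 of 9, among them Ivl at 0.73, were higher in D on the CPM scale. Sprr2f, Crnn and Stfa3 of this list are named by the study among transcripts higher in P, and Stfa3 is the median member. The direction of the list is therefore not independent of that study. Xenobiotic metabolism genes had a median of 3.80 at percentile 100 (3.38), with Gstm1 (chromosome 3, 108012255 to 108017973) at 142 CPM in P and 2389 in D. Of this list, the study names Cyp2f2, Adh7, Gstm1 and Ugt2b34 among genes differentially expressed in its bulk data. Their log2 ratios here were 3.81, 5.73, 4.07 and 3.96. Gsta4, Cbr2 and Gsto1 had ratios of 0.62, 0.42 and −0.58, so the median rests on the genes taken from that study. Members of the Sprr, Stfa, Gst and Hspa1 families have close paralogs, and their single values are uncertain to that extent.

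**Figure D1:**
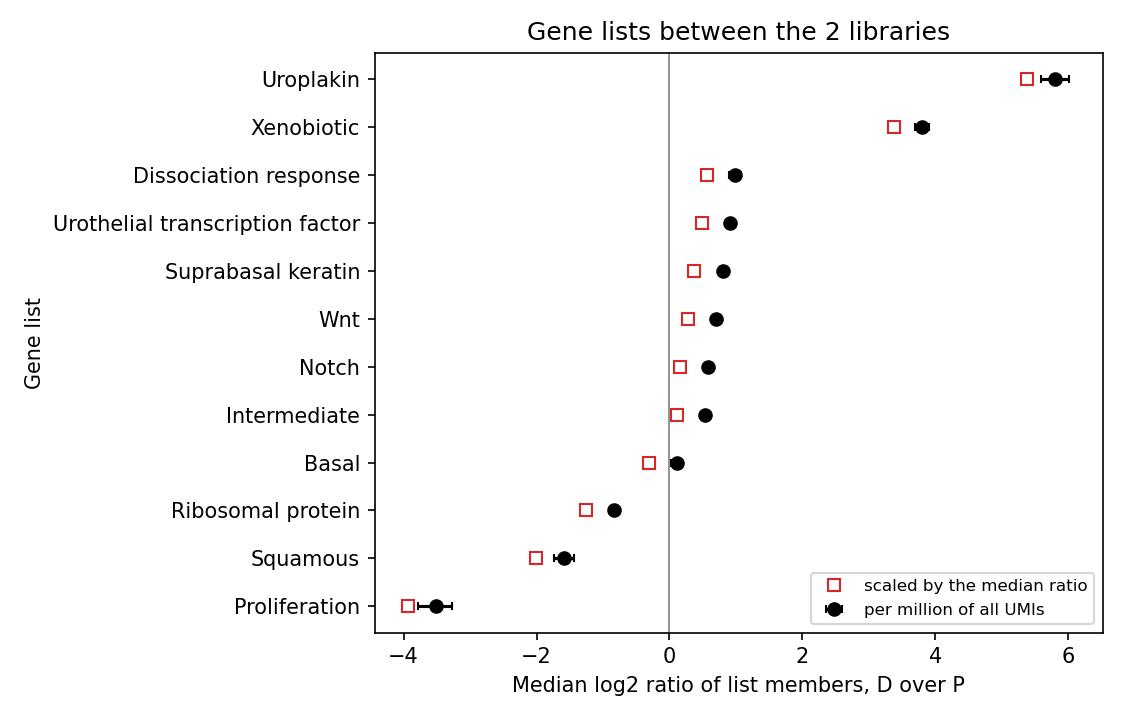
Median log2 ratio (D over P, x axis) of the members of 12 gene lists (y axis) in 1 library per condition, on the CPM scale (filled circles, bars give the 95% counting interval) and scaled by the median ratio (open squares). Uroplakin genes lie at 5.79 and proliferation genes at −3.52, and the basal list flips from 0.11 to −0.31 between scalings.

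Genes that respond to tissue dissociation were higher in D, with a median log2 ratio of 0.98 at percentile 99.9 (0.56 after the shift was removed). The Y-linked genes of the sex list were detected in both libraries and Xist had 3 UMIs in P and 1 in D. The list had a median of 0.02 at percentile 5.67, which turned to −0.40 at percentile 5.78 after the shift was removed. Markers of other cell types were scarce. Of the fibroblast genes, Dcn passed the minimum of 20 UMIs, with 40 UMIs in P and 1234 in D, whereas Col1a1 and Col3a1 had 0 in P and 10 and 19 in D. Ptprc, a pan-leukocyte gene, had 1 UMI in P and 2 in D, although Laptm5 of the same list had 7 and 400. The endothelial genes Pecam1 and Egfl7 had 60 and 78 UMIs in P and 50 and 17 in D. No UMI of the 4 erythroid genes was counted in either library.

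To describe the cell populations, cells of each library were clustered separately. The P library gave 4 clusters and the D library 3. In P, cluster 0 was basal-like (2573 cells, 37.7%, 36.6 to 38.9%), and cluster 3 basal-proliferative-like (356 cells, 5.22%). Cluster 1 (2540 cells, 37.3%) was called intermediate-like by the naming rule, with 9 of 9 intermediate markers raised. All 3 detected luminal markers were raised too, and the tie was decided by the larger number of raised markers. Its 10 leading genes were headed by Sprr3, Cnfn and Sprr2f, however, and Psca was the only intermediate marker among them. Cluster 2 (1349 cells, 19.8%) stayed unnamed because no class had most of its markers raised. In D, cluster 0 was intermediate-like (2864 cells, 58.5%) and cluster 2 luminal-like (714 cells, 14.6%). The leading genes of D cluster 0, headed by Reg1 and Krt1, held no intermediate marker, and those of P cluster 0, headed by Ctla2a and Nbl1, no basal marker. D cluster 1 (1318 cells, 26.9%) had 6 of 7 basal and 10 of 10 detected proliferation markers raised against the rest of D. The naming rule therefore called it basal-proliferative-like, but none of these markers was among its 10 leading genes, which were headed by Acta2 and Cav1. After thinning, 13 of its 1043 cells were cycling (1.25%, 0.665 to 2.12%), close to the 1.06% of P cluster 0 and far from the 89.2% of P cluster 3, so it is referred to by its number. The 1.06% does not stand for the whole basal side of P, most of whose cycling cells were in cluster 3. The name of P cluster 1 depended on the naming rule, the first of which called it luminal-like. The study's own assignment of cells to clusters was not used here, so that differences in names from the study can come from this rebuilding.

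Cells of both libraries were also clustered together, to ask which populations they share. With all features, joint cluster 0 held 53.9% of P and 59.1% of D cells, cluster 1 (basal-like) 37.8% and 25.9%, cluster 2 2.96% and 14.5%, and cluster 3 (basal-proliferative-like) 5.35% and 0.470%. Without the genes at least 2-fold different between libraries, the shares in clusters 0 to 3 were 46.2% and 56.6%, 37.5% and 27.2%, 11.4% and 15.6%, and 4.90% and 0.551%. The larger share of basal-like and of basal-proliferative-like cells in P was thus found in both clusterings. The name basal-like rests on 5 of 7 basal markers being raised in cluster 1 of each clustering. Its 10 leading genes, headed by Ctla2a and Acta2, held no basal marker. The naming rule called cluster 2 luminal-like in both clusterings, but most of its P cells held no uroplakin UMI, by a check chosen after the clusters were seen. In the clustering without 2-fold different genes, 135 of its 777 P cells held a uroplakin UMI (17.4%, 14.8 to 20.2%), compared with 94.6% of its D cells at a similar median depth (3918 and 3924.5 UMIs, not thinned), and its leading genes included Sprr2f, Sprr2d and Sprr3. Luminal-like shares were therefore not compared between libraries. Without integration, the libraries separated, and 0.0613% of D cells joined cluster 0, which held 56.3% of P cells and was led by Flg, Arg1 and Cnfn.

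Wnt and Notch genes were compared between clusters of one library, because the study described several of these genes by cluster. Over the whole libraries, the Wnt list had a median log2 ratio of 0.70 at percentile 90.8 (0.28 after the shift was removed) and the Notch list 0.58 at percentile 81.7 (0.16). Within P, the basal side (2929 cells, clusters 0 and 3) exceeded the other 3889 cells in Wls (chromosome 3, 159839672 to 159938664) by a log2 ratio of 0.78 (0.70 to 0.86), in Wnt10a (chromosome 1, 74791516 to 74804179) by 3.81 (3.51 to 4.12), in Wnt4 (chromosome 4, 137277489 to 137299726) by 1.21 (1.13 to 1.29) and in Wnt5a (chromosome 14, 28504750 to 28527448) by 1.13 (0.96 to 1.30). In D, the corresponding ratios of cluster 1 over the other 3578 cells were 1.47, 4.29, 1.03 and 1.13. The exclusion of doublets raised Wnt10a most, to 4.47 in P and 5.03 in D.

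Hes1 (ENSMUSG00000022528, chromosome 16, 30064384 to 30067796) was lower on the basal side, with a log2 ratio of −0.64 (−0.68 to −0.59) in P and −0.61 (−0.67 to −0.56) in D, the latter moving to −0.19 at resolution 0.4. At that resolution the basal side of D held 2086 in place of 1318 cells. A further cluster (798 cells, led by Krt1) also had most basal markers raised. The moves at resolution 0.4 given here for D therefore compare a different group of cells. Among D clusters of the main setting Hes1 stood at 1414 CPM in cluster 0 (1393 to 1435), 850.3 in cluster 1 and 908 in cluster 2. Luminal-like cells therefore held less than intermediate-like cells, with a log2 ratio of −0.64. Early-response genes differed between these clusters too, and among thinned cells without their UMIs the excess of Hes1 in intermediate-like cells fell from 0.75 to 0.45 on the log2 scale. Nrarp, a member of the Notch list that was not among the genes set in advance for the comparison by cluster, was lower on the basal side by a log2 ratio of −2.20 in P and −2.35 in D, the latter moving to −1.25 at resolution 0.4. Notch1 (chromosome 2, 26457903 to 26516663) was higher on the basal side in P (0.52, 0.42 to 0.62), while in D the ratio of −0.09 (−0.20 to 0.03) was within counting error and turned to 0.53 at resolution 0.4. Jag1 (chromosome 2, 137081456 to 137116644) went opposite ways, with −0.98 (−1.15 to −0.81) in P and 0.39 (0.23 to 0.54) in D, where it moved to 0.76 at resolution 0.4.

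**Figure D2:**
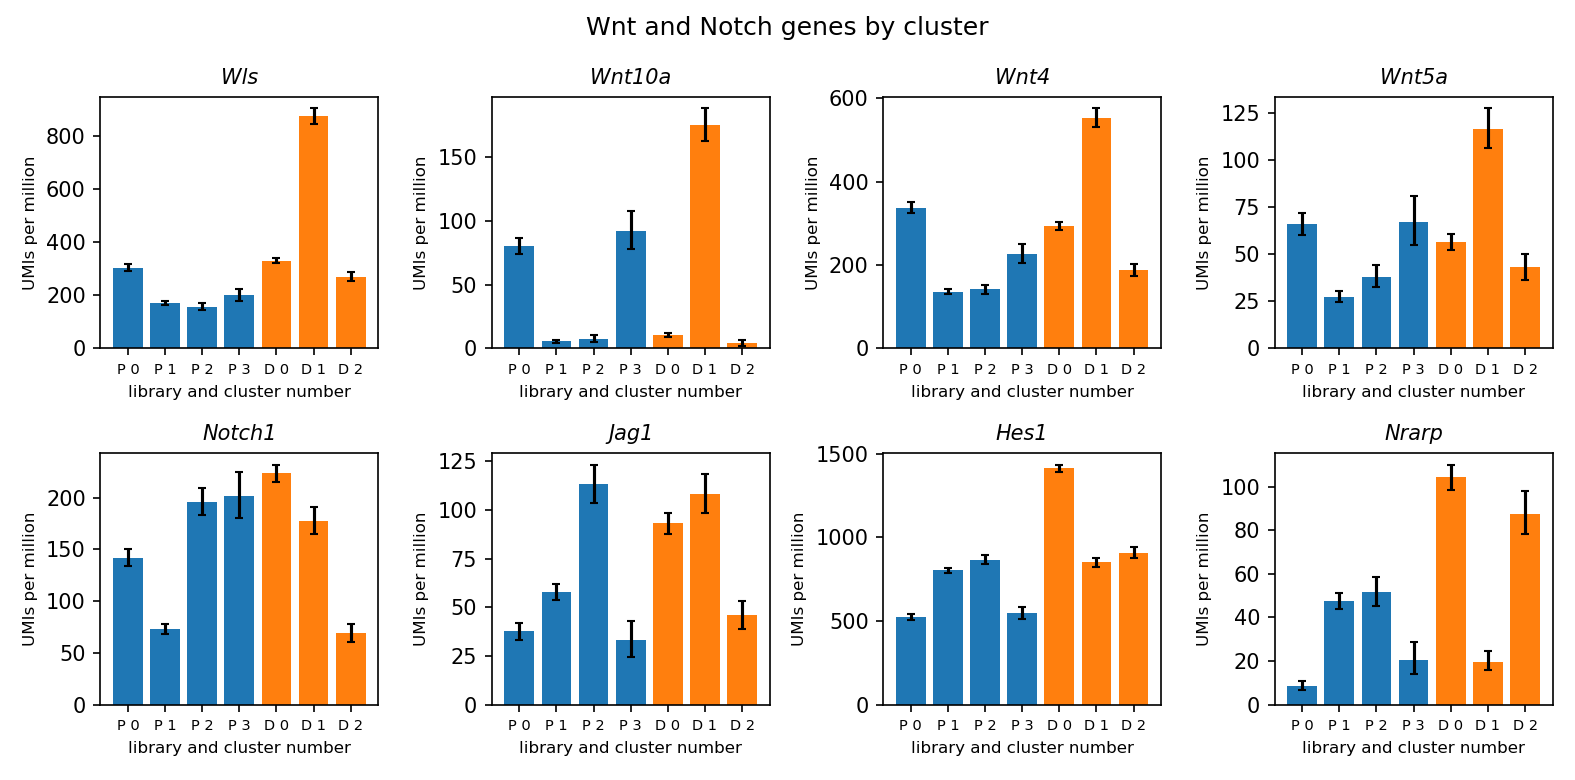
CPM (y axis) of 8 Wnt and Notch genes in each cluster (x axis, library and cluster number) of P (blue) and D (orange), with 95% Poisson intervals as bars for counting error only. Wnt10a is highest in P clusters 0 and 3 and D cluster 1, and Hes1 peaks in D cluster 0 at 1414.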

Values the study reported

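After filtering, the study retained 6826 cells of proliferative organoids, with a median of 1151.5 genes per cell, and 4896 cells of differentiated organoids, with a median of 1346.5 genes per cell.

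Clustering in the study gave 4 communities in proliferative and 3 in differentiated organoids, and its integrated analysis of both datasets gave 5 clusters.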

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

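Among the tests in this part, the clustering without doublets was an alternative set in advance, but its use as a test of the Jag1 pattern was chosen only after the result was seen.

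The filter left out 2079 barcodes of D. These still held 1628 uroplakin UMIs, or 786 per 1000000 non-mitochondrial UMIs (748 to 825), compared with 34.6 (27.0 to 43.8) in the 1376 barcodes left out of P. This is a signal in data outside the main measurement, which entered only alternatives with a looser filter or with all deposited barcodes. The kept D cells held 1341 on the same scale and the kept P cells 21.8. Left-out barcodes thus held less than kept cells in D and more in P. Free RNA spread evenly over droplets would scatter uroplakin UMIs as a Poisson draw at each barcode's depth. The index of dispersion over the left-out D barcodes was 4.08, and the highest of 1000 simulated draws was 1.15. Over the left-out P barcodes, with 69 uroplakin UMIs, the index was 2.33 and the highest draw 1.92. Evenly spread free RNA was thus excluded as the only source. A hypothesis that stays open is that uroplakin-positive cells may be among the barcodes with a high mitochondrial share. Whether those were damaged in culture or in dissociation was not tested.

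Jag1 differed between the basal side and the other cells in opposite directions in the 2 libraries, with a log2 ratio of −0.98 in P and 0.389 in D. The difference between libraries was not tested, since each has 1 sample. Doublets were excluded as the cause, as the ratios stayed opposite without them at −1.03 and 0.553. Scaling by ribosomal and mitochondrial transcripts was excluded too, because ratios relative to the other UMIs were −0.93 (−1.11 to −0.76) and 0.361 (0.20 to 0.52). The remaining cells are not the same mix in both libraries: P includes the unnamed cluster 2, where Jag1 stood at 113 CPM, and D includes luminal-like cells at 45.8. A different mix of the other cells may therefore account for part of the contrast, besides a change in the basal cells themselves, which went from 37.6 CPM in P cluster 0 to 108 in D cluster 1. The culture conditions stay among the open explanations.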

How the results depend on the processing

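All alternatives were chosen before the data were examined, except the first naming rule, the basal side without its cycling cluster, thinning to the median depth for uroplakin-positive cells, and resolution 0.4 without its D cluster 4, which were chosen after seeing the data. With 1 library per condition, a value was taken to have changed when it left its 95% counting interval, and a count when it differed by over 1.5 times. Unless a cause is named, the cause was not tested. No paired analysis was possible because each condition has 1 library and no result comes from a test.

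Of the main values set against alternatives, 69 stayed within these limits, 59 moved and 2 reversed under the alternatives set in advance, and 16 stayed within them and 2 moved under the added ones. Of the values of single genes and further lists, 91 stayed and 53 moved under those set in advance, and 6 stayed, 7 moved and 1 reversed under the added ones.

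Scaling had the broadest effect. Without mitochondrial and ribosomal protein genes, the genes higher in D fell to 686, and the list medians were −3.85 for proliferation, 5.46 for uroplakins and −0.23 for basal genes, a reversal. With scaling by the median ratio, 602 genes were higher in D and 924 in P, and the medians were −3.94, 5.37 and −0.31 (again a reversal) for the same lists and −1.25 for ribosomal proteins. The cause lies in the construction of these alternatives, which remove the shift of 0.42 from all genes alike or most of it. The sex list also changed sign, to −0.32 and −0.40. A minimum of 20 UMIs gave 872 genes higher in P and 1983 in D, because more genes were examined. The other alternatives gave from 1339 to 1542 genes higher in D and from 432 to 534 higher in P.

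The mean over cells moved proliferation to −3.83, and ribosomal proteins, by less than rounding shows, to −0.83, while all deposited barcodes moved the latter to −0.92. The tight junction genes that the bulk data placed lower in D changed sign for the mean over cells (0.17).

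The kept shares were 94.5% in P and 76.9% in D under the looser filter and 58.3% and 60.5% under the stricter one, so their order depends on the filter. Cycling cells made up 12.1% of P and 2.24% of D with 1 detected gene, 4.37% of P with 3 genes, 6.31% of P without thinning and 7.41% of P when thinned to the median depth. Uroplakin-positive cells made up 0.557% of P and 35.6% of D with 2 UMIs, 4.44% and 58.2% without thinning, and 4.45% and 69.6% when thinned to the median depth of 3200 UMIs, which left out 2866 cells of P and 2414 of D. In each of these settings the order of P and D was the same for cycling and for uroplakin-positive cells.

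Within P, the intermediate-like share was 56.5% at resolution 0.1, 39.5% at 0.4, 35.8% with 15 components and 35.3% without doublets. The unnamed share was 17.6% at resolution 0.4, 21.03% with 15 components and 21.6% without doublets, and had no value at resolution 0.1. Under the first naming rule the intermediate-like share of P had no value, its 37.3% of cells being luminal-like. Within D, the intermediate-like share was 43.5% at resolution 0.4, 56.5% with 15 components and 52.6% without doublets, and the luminal-like share 15.7% at resolution 0.1, 16.5% with 15 components and 16.3% without doublets. The counterpart of D cluster 1 without doublets held 31.1%.

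The joint clusters are given here under the names of the naming rule. However, the leading genes of those called intermediate-like held no intermediate marker, and of those called basal-like no basal marker. Most P cells of the luminal-like cluster without 2-fold different genes held no uroplakin UMI. No order of P and D is read from the intermediate-like and luminal-like classes, and that of the basal-like class rests on the naming rule. In the joint clustering at resolution 0.3, intermediate-like cells made up 29.5% of P and 27.2% of D, basal-like cells 62.1% and 45.4%, and luminal-like cells 26.9% of D. Without genes at least 2-fold different, intermediate-like cells made up 46.2% of P and 56.6% of D, basal-like cells 27.2% of D, and luminal-like cells 11.4% of P and 15.6% of D. Without integration, intermediate-like cells made up 56.3% of P and 0.0613% of D, luminal-like cells 0.117% and 73.8%, and basal-proliferative-like cells 0.286% of D.

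Hes1 on the basal side moved to −0.70 in P without doublets, and to −0.19 at resolution 0.4 and −0.56 without doublets in D. At resolution 0.4 the basal side of D took in a further cluster of 798 cells, so that value compares a different group of cells. The ratio of Hes1 in luminal-like to intermediate-like D cells moved to −0.58 at resolution 0.4 and −0.72 for the mean over cells. At resolution 0.4 the intermediate-like class of D, with its share of 43.5%, includes cluster 4 of that clustering (607 cells, median 7962 UMIs), which is led by Laptm5 of the leukocyte list and has no intermediate marker among its 10 leading genes. However, it had 8 of 9 intermediate markers raised. The intermediate-like cluster that was kept had 5 of 9 raised and also none among its 10 leading genes. It is therefore not shown that cluster 4 was wrongly named. Without cluster 4, the ratio of Hes1 was −0.66 and lay within the counting interval of the main setting. The same ratio of Wnt5a was −0.39 in the main setting and −0.094 (−0.36 to 0.17) at resolution 0.4 with that cluster kept. Without the cluster it was 0.069 (−0.24 to 0.37). Both values at resolution 0.4 are within counting error of 0, so most of the move came before the cluster was left out. Without doublets the ratio of Wnt5a was −0.17 (−0.42 to 0.08). Between clusters formed without Wnt and Notch genes it was −0.25 (−0.51 to 0.006). The basal-side ratios of Wls, Wnt10a, Wnt4 and Wnt5a stayed above 0 in every alternative run. Notch1 in D ranged from −0.13 to 0.53, the latter for the larger basal side of resolution 0.4, and has no settled direction. The basal side without its cycling cluster had no value in D. The only basal-side cluster there, D cluster 1, carries the name basal-proliferative-like by the naming rule. With 1.25% of its thinned cells cycling, it is not a cycling cluster, so this alternative was not tested in D.

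Depth limits the rare classes. The cycling share of D rests on 15 cells, and Krt20 on 8 and 3 UMIs.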

Other observations

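Among the tests in this part, those on the mix of clusters and on fibroblasts were chosen only after the results were seen. The hypoxia and TGF-β lists were written from general knowledge, without a literature source, after leading genes had been noticed, and their tests were run without the genes seen and again on the full lists.

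The share of ribosomal protein UMIs was 37.4% in P and 21.2% in D. A different mix of clusters was excluded as the cause, since the highest D cluster (22.2%) lay below the lowest P cluster (34.0%). Damaged cells that passed the filter were weighed by keeping cells with at most 5% mitochondrial UMIs and a Malat1 share under the median. Their shares were 42.2% in P (1127 cells) and 23.6% in D (64 cells), and 115% of the gap remained. The library and the condition cannot be separated with 1 library each, so that both a difference in library preparation and the culture condition stay open. The study's bulk sequencing of paired P and D cultures, not analysed here, also found the ribosome gene set enriched in P. That enrichment cannot come from the libraries compared here, but it does not set the size of their gap.

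Hes1 was higher in intermediate-like than in luminal-like D cells, with a log2 ratio of 0.75 (0.67 to 0.84) over thinned cells. Immediate early genes such as Fos differed between the same clusters, and Hes1 could follow dissociation. Among cells with no UMI of Fos, Fosb, Egr1 or Atf3, the ratio was 0.445 (0.30 to 0.59) over 588 and 359 cells. The ratio fell but did not vanish. This test cannot exclude dissociation as the whole cause, because a thinned cell without UMIs of these genes may still express them. Other genes of the dissociation list, such as Jun and Dusp1, were also not used to choose the cells. Dissociation therefore stays open as a cause of part or all of the difference.

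D cluster 1 was led by contractile and matrix genes, among them Acta2 and Sparc. Fibroblasts among the cells were excluded, since Col1a1, Col1a2 and Col3a1 together had 29 UMIs in D against 1234 of Dcn. A candidate explanation is a response to TGF-β on the basal side, because the receptor inhibitor LY2157299 was absent from the differentiation medium. A list of 21 TGF-β targets was tested on the basal sides of both libraries. Without the 4 genes seen before, its 17 genes had a median log2 ratio (D over P) of 1.95 (1.78 to 2.07) at percentile 100 among matched random lists, whose median was 0.41, and 14 of 17 were higher in D. The full list had a median of 2.09. Of the 21 genes, 1 (Ltbp1) is also named by the study under this pathway and 1 (Col4a1) is also on the basal collagen list. Other signals removed from the medium were not tested.

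Several genes with oxygen-dependent expression, Ndrg1, Slc2a1, Adm, Egln3 and Ndufa4l2, were seen among those higher in P. A list of 18 hypoxia genes was tested without these 5. Of the 12 that passed the minimum, 0 were higher in D, and the median log2 ratio was −2.36 (−2.59 to −2.10) at percentile 0. The full list of 17 detected genes had a median of −2.70. This pattern may reflect lower oxygen in the multilayered P organoids. Glycolysis driven by growth factors would raise part of the same genes and was not tested.

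Krt14 was at 1783 CPM in P and 3736 CPM in D, and Trp63 was lower in D, although both count as basal genes. The study's bulk data placed both lower in D, so that the direction of Krt14 differs from that result. The log2 ratio of Krt14 was 1.07 on the CPM scale, which includes the shift of 0.42. Pparg was highest in luminal-like D cells, at 68.8 CPM, 32.1 in intermediate-like cells and 3.37 in D cluster 1. These comparisons were chosen after the values were seen, and no explanation was tested for them.

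Laptm5 had 400 UMIs in D with 2 UMIs of Ptprc and 0 of Tyrobp. Both libraries had Y-linked transcripts, with 970 and 972 UMIs of Ddx3y, and 3 and 1 UMIs of Xist. These are given as values without an explanation.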
